# The crosstalk between MYC and mTORC1 during osteoclastogenesis

**DOI:** 10.3389/fcell.2022.920683

**Published:** 2022-08-19

**Authors:** Seyeon Bae, Brian Oh, Jefferson Tsai, Peter Sang Uk Park, Matthew Blake Greenblatt, Eugenia G. Giannopoulou, Kyung-Hyun Park-Min

**Keywords:** MYC (c-myc), GADD34 (PPP1R15A), osteoclast (OC), mTORC1 (mechanistic target of rapamycin complex 1), bone resorption

## Abstract

Osteoclasts are bone-resorbing cells that undergo extensive changes in morphology throughout their differentiation. Altered osteoclast differentiation and activity lead to changes in pathological bone resorption. The mammalian target of rapamycin (mTOR) is a kinase, and aberrant mTOR complex 1 (mTORC1) signaling is associated with altered bone homeostasis. The activation of mTORC1 is biphasically regulated during osteoclastogenesis; however, the mechanism behind mTORC1-mediated regulation of osteoclastogenesis and bone resorption is incompletely understood. Here, we found that MYC coordinates the dynamic regulation of mTORC1 activation during osteoclastogenesis. MYC-deficiency blocked the early activation of mTORC1 and also reversed the decreased activity of mTORC1 at the late stage of osteoclastogenesis. The suppression of mTORC1 activity by rapamycin in mature osteoclasts enhances bone resorption activity despite the indispensable role of high mTORC1 activation in osteoclast formation in both mouse and human cells. Mechanistically, MYC induces Growth arrest and DNA damage-inducible protein (GADD34) expression and suppresses mTORC1 activity at the late phase of osteoclastogenesis. Taken together, our findings identify a MYC-GADD34 axis as an upstream regulator of dynamic mTORC1 activation in osteoclastogenesis and highlight the interplay between MYC and mTORC1 pathways in determining osteoclast activity.

## Introduction

Osteoclasts are derived from myeloid lineage cells and regulate bone homeostasis by degrading bone (Teitelbaum, 2000; Ikeda and Takeshita, 2016). Bone resorption by osteoclasts is tightly regulated to maintain skeletal health, as alterations in the formation or activity of osteoclasts results in skeletal diseases, such as osteoporosis (Bi et al., 2017). Macrophage colony-stimulating factor (M-CSF) and receptor activator of nuclear factor kappa-B ligand (RANKL) are key cytokines contributing to osteoclast formation. M-CSF induces receptor activator of nuclear factor kappa-B (RANK) expression and in response to RANKL, those cells induce molecular and metabolic changes that drive osteoclast differentiation and function (Feng and Teitelbaum, 2013; Park-Min, 2019).

The mammalian target of rapamycin (mTOR) is a Serine/Threonine kinase. mTOR forms two distinct complexes, mTOR complex 1 (mTORC1) and mTORC2, which differentially regulate cellular programs. The mTORC1 pathway mainly regulates cell growth, metabolism, and protein synthesis, while mTORC2 controls cell survival (Saxton and Sabatini, 2017). The heterodimeric tuberous sclerosis complex (TSC) 1/2 complex negatively regulates mTORC1 activity by targeting its upstream Rheb GTPase, and the deletion of TSC1 or TSC2 leads to hyperactivation of mTORC1 (Zhang et al., 2003; Huang and Manning, 2008). Notably, the mTOR pathway play important roles in regulating skeletal development and homeostasis by affecting osteoblasts, osteoclasts, and chodrocytes (Chen and Long, 2018). The importance of mTORC1 signaling in osteoclast differentiation has been implicated by pharmacological and genetic modulation (Dai et al., 2017a; Zhang et al., 2017; Hiraiwa et al., 2019). Although mTORC1 activity is dynamically regulated during osteoclast differentiation, its role in osteoclasts remains controversial. Moreover, the mechanisms by which the mTOR pathway is regulated in osteoclasts remain unclear.

MYC is a transcription factor regulating cell proliferation, metabolism, and differentiation (Dang, 1999). The contribution of MYC to physiological and pathological bone loss has been previously highlighted (Bae et al., 2017). RANKL-inducible MYC drives osteoclast differentiation by reprogramming osteoclastogenic pathways and oxidative metabolism *via* direct regulation of nuclear factor of activated T cells, c1 (NFATc1) and estrogen receptor–related receptor α (ERRα), respectively. In addition to NFATc1 and ERR⍺-dependent pathways, multifaced roles of MYC can be supported by as-yet undefined mechanisms (Lorenzo, 2017). Given the importance of MYC in osteoclast biology, the precise mechanisms of MYC’s action in osteoclasts need to be further clarified.

In this study, we identify MYC as an upstream regulator of mTORC1 signaling in osteoclastogenesis. mTORC1 activity is dynamically regulated during human and mouse osteoclast differentiation. Inactivation of mTORC1 in osteoclasts augments their bone-resorbing function, while prolonged activation of mTORC1 limits the bone-resorbing function of osteoclasts. MYC coordinates the dynamic regulation of mTORC1 by regulating GADD34. GADD34 is induced in a MYC-dependent manner and works as a negative regulator of mTORC1 during osteoclastogenesis. Our study highlights the importance of proper levels of mTORC1 activation in osteoclasts for the proper maintenance of healthy bone and suggests MYC/GADD34 axis as a potential target for mTORC1 regulation in bone diseases.

## Materials and methods

### Mice

Myeloid-specific MYC deficient mice (MYC^ΔM^) were obtained as described previously (Bae et al., 2017). Mice with osteoclast-specific deletion of TSC2 (TSC2^ΔOC^) were generated by crossing TSC2-floxed mice (Jackson Laboratory) with Cathepsin K-Cre mice (Nakamura et al., 2007), which were kindly provided by Dr. Matthew Greenblatt (Weill Cornell Medicine). Control WT mice consisted of littermate Cathepsin K-Cre mice for TSC2^ΔOC^ mice. All animals were maintained in a specific pathogen-free environment in the Weill Cornell Medicine College vivarium. All the experiments conformed to the ethical principles and guidelines approved by the Institutional and Animal Care and Use Committee of Weill Cornell Medical College.

### Analysis of bone phenotype

μCT analysis (Bouxsein et al., 2010) and histomorphometry analysis was performed as described previously (Bae et al., 2017). Femurs were scanned using a μCT, with an isotropic voxel resolution of 6 µm (μCT35, Scanco, Brüttisellen, Switzerland; 55 kVp, 145 μA, 600 ms integration time). For analysis of femoral bone mass, the volume of interest (VOI) encompassed a 200-slice section in the metaphysis, proximal to the growth plate. To ensure the exclusion of primary spongiosa in the growth plate, VOIs began 55 slices proximal to the distal end of the growth plate. Trabecular bone parameters included bone volume fraction (BV/TV), trabecular thickness (Tb. Th), trabecular separation (Tb. Sp), and trabecular number (Tb. N). Three-dimensional reconstructions were generated by stacking thresholded 2D images from the contoured region. All samples were included in the analysis conducted in a blinded manner. After μCT analysis was done, femurs were decalcified with 10% buffered EDTA (Sigma-Aldrich) and embedded in paraffin. To assess osteoclast or osteoblast visualization on trabecular bone within the femur metaphysis, sections were stained with tartrate-resistant acid phosphatase (TRAP) and methyl green or hematoxylin and eosin (Vector Laboratories, Burlingame, CA, United States). All measurements were performed using Osteometric software (Osteomeasure) according to standard procedures (Parfitt et al., 1987). Osteoclasts were identified as TRAP-positive cells that were multinucleated and adjacent to bone.

### Reagents

Human macrophage colony-stimulating factor (M-CSF) and RANKL was purchased from Peprotech (Rocky Hill, NJ, United States). Rapamycin was obtained from Calbiochem. Antibodies were used for immunoblotting as follows: NFATc1 (Santa Cruz Biotechnology; sc-7294); α-tubulin (Sigma-Aldrich; T9026); phosphorylated p70S6K, p70S6K (Cell Signaling Technology; 9234, 2708); and GADD34 (Proteintech; 10449-1-AP). A mouse CTX-I and P1NP ELISA kits were purchased from Cloud-Clone (Wuhan, China).

### Mouse osteoclast differentiation

Mouse bone marrow-derived macrophages (BMDMs) were prepared from bone marrow cells from 8-week-old mice as described previously (Bae et al., 2017). Non-adherent mouse bone marrow cells were cultured with α-MEM w/o nucleosides (Invitrogen) supplemented with 10% premium FBS (R&D systems), 1% L-glutamine (Invitrogen), and 1% penicillin/streptomycin (Invitrogen). For mouse osteoclast differentiation, mouse BMDMs were seeded on the 96-well plates at a density of 1 × 10^4^ cells per well in triplicate with human M-CSF (20 ng/ml). Next day, cells were stimulated with human RANKL (50 ng/ml) and cultured for 3 days. Fresh medium with cytokines were replenished at day 2. Cells were fixed and stained for TRAP using the acid phosphatase leukocyte diagnostic kit (Sigma-Aldrich) as directed in the kit manual. Multinucleated (more than 3 nuclei) TRAP-positive osteoclasts were counted in triplicate wells.

### Human osteoclast differentiation

Human CD14-postive cells were prepared from peripheral blood as described previously (Mun et al., 2021). Human CD14+ cells were cultured with α-MEM without nucleoside supplementation with 10% defined FBS (Cytiva) and 1% L-glutamine. For human osteoclast differentiation, human CD14-postive cells were plated on 96-well plates at a density of 1 × 10^5^ cells per well in triplicate with human M-CSF (20 ng/ml) followed by human RANKL stimulation (40 ng/ml). Cells were cultured for 3 days.

### Measurement of osteoclast activity

Mouse BMDMs or human CD14-positive cells were differentiated to mature osteoclasts as described above using Corning Osteo Assay Surface 96-well plates (Sigma-Aldrich). After rapamycin treatment for the indicated time points, cells were removed, and the remaining mineralized matrix and formed resorption pits were visualized with Toluidine Blue staining. The resorbed area was calculated as previously described (Fujii et al., 2021).

### RNA sequencing and analysis

Total RNA was extracted using the RNeasy Mini Kit with DNase treatment (QIAGEN). RNA was processed and analyzed as described previously (Bae et al., 2017). Data from 2 biological replicates were used for bioinformatic analysis. The Gene Set Enrichment Analysis (GSEA) was used to analyze differentially expressed genes (https://www.gsea-msigdb.org/gsea/). NES (normalized enrichment score) is the primary static for examining gene set enrichment results (http://software.broadinstitue.org/doc/GSEAUserGuideTEXT.html#_Enrichment_Score_(ES).

### Gene expression analysis

DNA-free RNA was obtained using the RNeasy Mini Kit with DNase treatment (QIAGEN), and 0.5 μg of total RNA was reverse transcribed using a First Strand cDNA Synthesis kit (Fermentas). Real-time quantitative PCR was performed with Fast SYBR Green Master Mix and a 7500 Fast Real-time PCR system (Applied Biosystems). Expression of the tested genes were normalized relative to the levels of *Hprt*. The primer sequences were as follows: murine *Ppp1r15a* (GADD34) Forward: 5′-GAC​CCC​TCC​AAC​TCT​CCT​TC-3′ and Reverse: 5′-CTT​CCT​CAG​CCT​CAG​CAT​TC-3′, *Hprt* Forward: 5′-TCC​TCA​GAC​CGC​TTT​TTG​CC-3′ and Reverse: 5′-CTA​ATC​ACG​ACG​CTG​GGA​CT-3′.

### Immunoblotting analysis

Whole-cell extracts were electrophoretically separated on 7.5% SDS-PAGE, transferred to polyvinylide fluoride membranes (Millipore) and probed with specific antibodies.

### RNA interference

Mouse BMDMs were transfected with 50 nmol of siRNA oligonucleotides (SMARTpool: ON-TARGETplus Ppp1r15a siRNA: L-047639-00-0005, ON-TARGETplus Non-targeting Pool: D-001810-10-20, Dharmacon) using the TransIT-TKO^®^ transfection reagent (Mirus Bio) according to the manufacturer’s instructions.

### Statistical analysis

All statistical analyses were performed with GraphPad Prism 8 (GraphPad Software) using a two-tailed, paired or unpaired *t* test for two conditions or one-way ANOVA for multiple comparisons with a Tukey’s *post-hoc* test. A *p* value of less than 0.05 was considered statistically significant.

## Results

### MYC is an upstream regulator of mammalian target of rapamycin complex 1 activation

We and others have established MYC as a key regulator of osteoclastogenesis (Battaglino et al., 2002; Bae et al., 2017). MYC expression is induced by RANKL, and MYC deficiency has been shown to suppress osteoclast formation and its bone-resorbing activity (Bae et al., 2017). To gain insight into the downstream pathways that are regulated by MYC at the early phases of osteoclastogenesis, we performed an unbiased transcriptomic analysis using RNA-seq to identify genes whose expression was affected by MYC in the early phases of the RANKL response. 

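RNA was sequenced from bone marrow-derived macrophages (BMDMs), macrophages grown from the marrow of mice 8 weeks old, after 24 h with RANKL, the cytokine that starts osteoclast differentiation. The doses in the methods are 50 ng/ml of RANKL and 20 ng/ml of M-CSF. There were 2 libraries from control LysM-Cre cells (MYC-WT) and 2 from cells in which LysM-Cre, active in myeloid cells, deletes the floxed Myc gene (MYC-deficient). The paper calls the replicates biological. Gene counts summed to 33234789 and 29146387 in the MYC-WT libraries and to 35794698 and 27544806 in the MYC-deficient libraries. The submitters' processing notes name STAR 2.7.3a, fastp and edgeR with the mm10 build, and the counting tool, its strand setting and the annotation release are not given in the sources used here. The deposited table holds whole-number counts for 28443 genes, of which 13436 had enough counts to be tested. Genotypes were compared with edgeR's quasi-likelihood test after TMM scaling, at the paper's thresholds of an adjusted p under 0.05 and a fold change over 1.5. The 10 genes with the most counts took 4.95% and 5.04% of the MYC-WT libraries and 5.48% and 5.74% of the MYC-deficient libraries. The first principal component separated the genotypes and held 68.5% of the variance, and the second separated replicate 1 from replicate 2 in both genotypes and held 24.2%. Replicates differed by more than sampling noise, with a mean chi-square per gene of 31.8 between the MYC-WT libraries and 54.0 between the MYC-deficient libraries (1 expected from counting alone). On counts simulated for this comparison with 13192 genes, the test recovered 4 of 66 genes changed 1.5-fold, 25 of 64 changed 2-fold and 49 of 64 changed 3-fold. Small changes were thus often missed in the simulation with 2 libraries per genotype. Far fewer genes were changed there than passed in the data, which makes the adjusted p stricter, and a 1.5-fold change lies on the fold threshold. These rates are therefore not the sensitivity of the comparison itself.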

Bone marrow cells from control LysM-Cre (MYC^wt^) and myeloid cell-specific MYC deficient (MYC^f/f^ LysM-Cre, named MYC^ΔM^) mice were differentiated into BMDMs and then cultured with M-CSF and RANKL for 24 h. 1,332 differentially expressed genes (DEGs, 1.5 fold changes, FDR < 0.05) between MYC^wt^ and MYC^ΔM^ cells were detected; 454 genes were upregulated, and 888 genes were downregulated in MYC-deficient cells (Figure 1A). 

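Myc, the deleted gene, was 11.3-fold lower in MYC-deficient cells, with 238 ± 18.0 CPM (TMM-scaled; SD, n = 2 libraries) in MYC-WT cells and 21.2 ± 4.93 (SD, n = 2) in MYC-deficient cells. Across the transcriptome, 814 genes were higher and 1331 were lower in MYC-deficient cells. Among those with the largest decreases were Slc16a1, a lactate and pyruvate transporter, and the nucleotide salvage enzymes Uck2 and Dctd. The largest increases included the MHC class II genes H2-Aa, H2-Ab1 and H2-Eb1, which present antigen to T cells, and Ccr2, the chemokine receptor of inflammatory monocytes. Several osteoclast genes were lower, among them Nfatc1, the transcription factor that drives osteoclast differentiation, and Car2, the carbonic anhydrase that supplies acid for resorption.

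Myc (ENSMUSG00000022346) lies on chromosome 15 of mm10 from 61985391 to 61990374, and its counts were 7656 and 7284 in the MYC-WT libraries and 633 and 667 in the MYC-deficient libraries. Its log2 fold change was -3.49 (standard error 0.20, adjusted p = 0.00711 from edgeR's quasi-likelihood test). The part of Myc that the floxed allele removes is not given in the sources used here, so the remaining counts are not divided between intact and recombined transcripts. Acy1, an aminoacylase, had the lowest log2 fold change among the named genes at -4.17 (standard error 0.39, adjusted p = 0.00772 from the same test). Slc16a1, Uck2 and Dctd had log2 fold changes of -2.93, -2.78 and -3.11. H2-Aa was 10.1-fold higher, at 5.54 ± 1.79 CPM (SD, n = 2) in MYC-WT cells and 56.2 ± 4.48 CPM (SD, n = 2) in MYC-deficient cells. H2-Ab1 and H2-Eb1 rose by 3.04 and 2.88 on the log2 scale, and reads shared within this gene family could not be separated from the counts. Ccr2 was 8.97-fold higher, and of 10 tested monocyte markers 2 were higher, Ccr2 and Fn1 (2 when adjusted over the list alone). Of 10 dendritic cell markers 2 were higher, Cd209a and Ccl22 (2 when adjusted over the list alone), at 0.762 ± 0.0307 and 2.92 ± 1.05 CPM (SD, n = 2) in MYC-deficient cells.

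Of 37 tested genes of osteoclast differentiation, 9 were lower, 4 were higher and 24 did not pass the test (11 lower and 5 higher when adjusted over the list alone). Nfatc1 fell from 363 ± 47.6 to 184 ± 19.8 CPM (SD, n = 2), a log2 fold change of -0.98 (standard error 0.15, adjusted p = 0.0161 from edgeR's quasi-likelihood test). Log2 fold changes were -2.61 for Car2, -1.51 for Ppargc1b, a coactivator of mitochondrial genes, and -1.38 for Src, a kinase of the osteoclast cytoskeleton. Jdp2, Slc9b2, Ocstamp, Oscar and Mst1r were also lower. Jun, Itgb3, Tm4sf19 and Tyrobp were higher, with log2 fold changes of 0.64, 1.47, 0.78 and 0.61. The resorption enzymes Acp5 and Ctsk did not pass (adjusted p = 0.0709 and 0.104 from the same test). They did pass with edgeR's likelihood ratio test (adjusted p = 0.00615 and 0.0205), its exact test (adjusted p = 0.00676 and 0.0228) and, by the quasi-likelihood test, without MYC-deficient replicate 2 (adjusted p = 0.0152 and 0.00768), and Acp5 also without MYC-WT replicate 1 (adjusted p = 0.041). Their CPM varied widely between replicates, with replicate 2 above replicate 1 in both genotypes, at 342 ± 167 and 417 ± 204 (SD, n = 2) in MYC-WT cells and 129 ± 47.4 and 147 ± 86.9 (SD, n = 2) in MYC-deficient cells. With the replicate number as a block both passed the quasi-likelihood test (adjusted p = 0.000597 for Acp5 and 0.000501 for Ctsk). The sources used here do not state that replicates of the same number belong together. As a group the 37 genes did not pass the camera test against the other genes (adjusted p = 0.108), but this depended on the libraries and the test: adjusted p was 0.00193 without MYC-WT replicate 1, 0.00413 without MYC-deficient replicate 2 and 0.0155 by Fisher's exact test. With the replicate block the group passed camera (adjusted p = 0.0349). Tnfrsf11a, which encodes RANK, had a log2 fold change of -0.06 (standard error 0.11, adjusted p = 0.726 from edgeR's quasi-likelihood test).

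Of the 2145 genes that passed, 2014 are protein coding. The number that passed fell when either MYC-WT library was left out, most without MYC-WT replicate 2. Variation between replicates was then taken from the MYC-deficient pair alone, which differed more than the MYC-WT pair. Nfatc1, Src, Jdp2, Slc9b2, Ocstamp, Oscar, Mst1r, the 4 osteoclast genes that were higher, Fn1, Cd209a and Ccl22 lost their call without MYC-WT replicate 2 (Nfatc1, adjusted p = 0.0866 from the same test), Jun, Oscar, Tm4sf19, Tyrobp, Cd209a and Ccl22 also without MYC-WT replicate 1, Oscar and Mst1r without MYC-deficient replicate 1, and Tm4sf19 and Tyrobp without MYC-deficient replicate 2, while Car2 and Ppargc1b kept theirs.

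**Figure D1:**
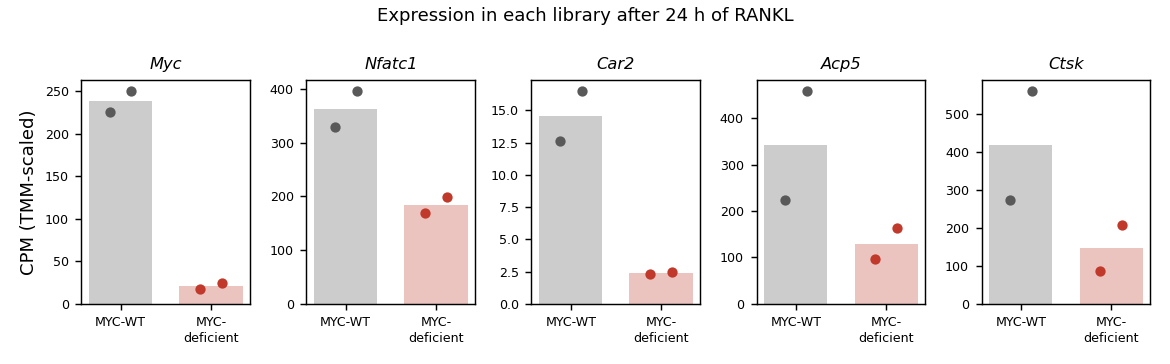
Expression of Myc, Nfatc1, Car2, Acp5 and Ctsk after 24 h of RANKL, in CPM scaled by TMM. Points are single libraries and bars are the mean of 2 libraries per genotype, in grey for MYC-WT and red for MYC-deficient cells. The Myc libraries of the genotypes lie far apart, with means of 238 and 21.2 CPM, and the Ctsk libraries scatter most around their means of 417 and 147 CPM.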

We performed gene set enrichment analysis (GSEA) (Mootha et al., 2003; Subramanian et al., 2005), broadly testing for the enrichment of well-defined gene sets from the comprehensive Molecular Signature Data Base v5.1 (www.broadinstitute.org) of DEGs. 

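Most tested genes that MYC is known to activate were lower in MYC-deficient cells. So were some genes of a mitochondrial respiration list, which also holds genes of the citric acid cycle and of protein import. Lists of TGF-beta signaling, angiogenesis, inflammation and complement held more higher than lower genes. In these 4 lists and in that of respiration most genes did not pass the test. As lists, neither these nor the MYC targets passed with an estimated correlation between genes (adjusted p from 0.354 to 0.528 by camera). That version rests on 2 residual degrees of freedom from 4 libraries, and none of the 36 lists tested passed it. A ribosome biogenesis list also gave 0.354, although all 97 of its genes had negative log2 fold changes. Failing this version therefore does not speak against a list. The estimated correlations were 0.245 and 0.562 for the 2 MYC target lists, 0.52 for respiration and 0.00896 to 0.0562 for the 4 other lists. The preset correlation was 0.01. Where genes vary together more than that, adjusted p at the preset correlation is too small. Of 199 tested genes in a first list of MYC targets, 115 were lower (120 when adjusted over the list alone), with a median log2 fold change of -0.70. Of 57 genes in a second, more nucleolar list, 49 were lower (51 when adjusted over the list alone), with a median of -1.23. Of 110 genes in the respiration (oxidative phosphorylation) list, 28 were lower (31 when adjusted over the list alone) and 82 did not pass, with a median of -0.39. The lists were written from general knowledge and cover the themes named in Figure 1B, but they are not the Molecular Signature Data Base sets.

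Among MYC targets, log2 fold changes were -2.47 for Slc19a1, a folate transporter, -2.30 for Gnl3, a nucleolar GTPase, and -2.07 for Nop2, an rRNA methyltransferase (standard errors 0.15, 0.11 and 0.16). In the respiration list, Idh3a and Idh3g, subunits of a citric acid cycle enzyme, had -1.24 and -0.83, and Tomm70a and Timm9, which act in protein import into mitochondria, had -1.15 and -1.28. Tested against all other genes with camera, at a preset correlation between genes, adjusted p was 1.27e-41 for the first MYC list, 5.15e-51 for the second and 1.9e-09 for oxidative phosphorylation. With an estimated correlation adjusted p was 0.354, 0.354 and 0.528. The counts depend on the libraries: without MYC-WT replicate 2, 25, 24 and 2 genes of these lists were lower, and 84, 46 and 14 without MYC-WT replicate 1.

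Of 50 tested TGF-beta genes, 5 were higher and 3 lower (5 and 3 when adjusted over the list alone), with a median log2 fold change of 0.16. Cdkn1c, a cell cycle inhibitor, rose by 2.57, the receptor gene Tgfbr1 by 0.94 and Skil, a feedback repressor of the pathway, by 0.85, while Eng, a co-receptor, had a log2 fold change of -0.94. Of 23 angiogenesis genes, 4 were higher and 1 lower (4 and 1 when adjusted over the list alone), with a median of 0.48. Nrp1, a co-receptor for VEGF, was 2.29-fold higher and Pdgfa, a growth factor, 1.89-fold higher. Camera gave adjusted p = 0.00684 for TGF-beta and 0.00896 for angiogenesis, against an adjusted p = 0.45 for each with an estimated correlation. By Fisher's exact test on the genes that passed, adjusted p was 0.275 and 0.0809. In each of these lists 1 gene was higher without MYC-WT replicate 2 and 2 without MYC-WT replicate 1, against 10 and 6 without MYC-deficient replicate 1.

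Of 119 tested genes of the inflammatory response, 25 were higher and 2 lower (28 and 2 when adjusted over the list alone), with a median of 0.35. Il4ra, the interleukin 4 receptor, rose by 0.98, Clec5a, a myeloid lectin receptor, by 1.21 and Mefv, which encodes pyrin, by 2.14. Of 46 complement genes, 8 were higher (13 when adjusted over the list alone) and 38 did not pass, with a median of 0.67. Itgam, a subunit of complement receptor 3, rose by 1.09 and the lysosomal protease Ctsh by 0.96. Camera gave adjusted p = 7.2e-06 for the inflammatory response and 9.89e-08 for complement, and adjusted p = 0.354 for each with an estimated correlation. Without MYC-WT replicate 1, 10 and 5 genes of these lists were higher, and without MYC-WT replicate 2 all of the 25 inflammatory genes lost their call and 1 complement gene was higher. Few markers of other myeloid cells passed: 2 of 10 for monocytes, 1 of 14 for neutrophils (Mmp8) and 2 of 10 for dendritic cells, all higher (2, 1 and 2 when adjusted over the list alone). Without MYC-deficient replicate 2, 9 monocyte and 12 neutrophil markers were higher. Medians over all tested markers were 1.51, 1.40 and 0.69. Their camera adjusted p was 9.92e-05, 0.000571 and 0.034, and 0.45, 0.528 and 0.457 with an estimated correlation. By Fisher's exact test adjusted p was 0.187, 0.75 and 0.187, and the dendritic cell list did not pass camera without MYC-WT replicate 2 (adjusted p = 0.0575) or MYC-deficient replicate 1 (adjusted p = 0.166). Without MYC-WT replicate 2, Timm9, Idh3g, Tgfbr1, Skil, Eng, Nrp1, Pdgfa, Il4ra, Clec5a, Mefv, Itgam and Ctsh lost their call, with adjusted p from 0.0513 (Timm9) to 0.0958 (Tgfbr1) in edgeR's quasi-likelihood test, and Skil also did without MYC-WT replicate 1 (adjusted p = 0.0596).

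**Figure D2:**
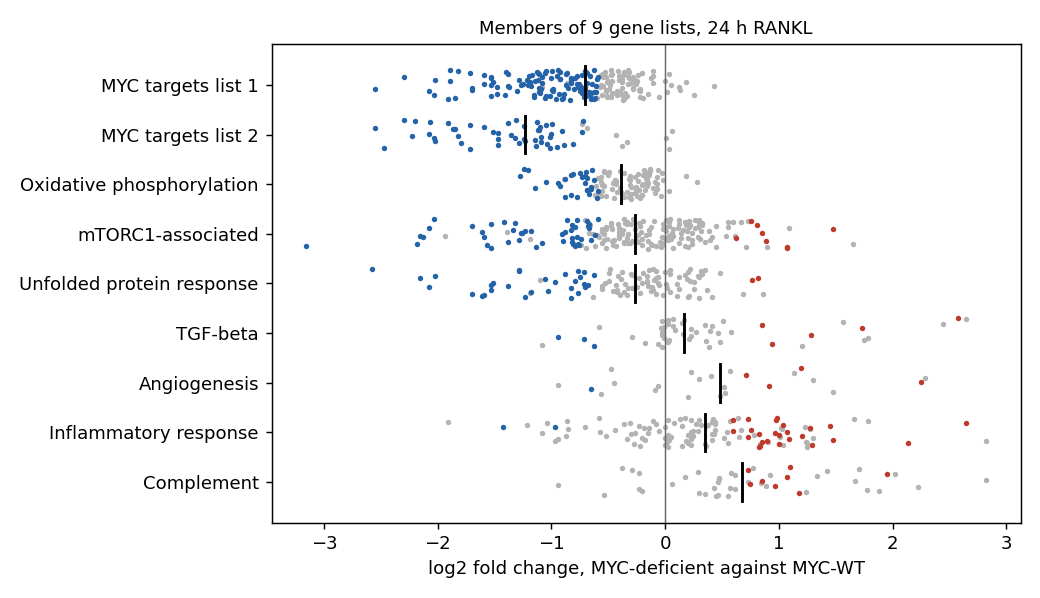
Log2 fold change, MYC-deficient against MYC-WT cells, of each tested member of 9 gene lists. Points in red passed the test as higher and those in blue as lower, points in grey did not pass, and black bars are medians. The medians of the first and second MYC target lists lie at -0.70 and -1.23 and that of complement at 0.67.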

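Of 194 tested genes that rise with mTORC1 activity, 46 were lower in MYC-deficient cells, 8 were higher and 140 did not pass the test (49 lower and 11 higher when adjusted over the list alone). The lower genes included Shmt2 and Psat1, enzymes of serine and one-carbon metabolism, with log2 fold changes of -2.19 (standard error 0.13) and -1.70 (standard error 0.11). Hspd1 and Hspe1, the chaperonins of mitochondria, had -2.04 and -1.59. They overlap on opposite strands, so without a stated strand setting their reads are not fully separable. Sla, an adaptor protein, was the higher gene with the smallest adjusted p, at 94.0 ± 4.14 CPM in MYC-deficient and 33.8 ± 4.50 CPM in MYC-WT cells (SD, n = 2). It lies within 10 Mb of Myc on chromosome 15, where an effect of variation carried along with the floxed allele is left open.

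The list as a whole was lower than other genes by camera, with a median log2 fold change of -0.26 (adjusted p = 7.64e-05, and adjusted p = 0.45 with an estimated correlation). It shares 25 genes with the MYC target and ribosome biogenesis lists, of which 10 were lower. Among the other 169 genes 36 were lower and 8 higher, with a median of -0.20, and camera on these gave adjusted p = 0.00535. The counts were 30 lower and 1 higher without MYC-WT replicate 1, and 10 lower and 1 higher without MYC-WT replicate 2. Of the higher genes Sla kept its call in both, while Rit1, Slc9a3r1 and Fam129a did not (adjusted p = 0.0709, 0.0975 and 0.106 without MYC-WT replicate 1, and 0.0929, 0.11 and 0.0995 without MYC-WT replicate 2, from edgeR's quasi-likelihood test). The paper ranked genes by their expression in MYC-deficient relative to MYC-WT cells and reasons from the place of the mTORC1 signaling set in that ranking (Figures 1B,C).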

GSEA pathway analysis of DEGs revealed that MYC regulates genes related to mTORC1 signaling (Figures 1B,C). To check if mTORC1 signaling is affected by MYC deficiency, control and MYC-deficient BMDMs were stimulated with RANKL, and mTORC1 activity was examined. The activation of mTORC1 signaling can be determined by detecting the phosphorylation of its downstream targets, ribosomal protein S6 Kinase (S6K) and 4EBP1 (Ma and Blenis, 2009); phosphoS6K was used to detect mTORC1 activation in this study. We found that the levels of mTORC1 activity differed at early and late stages of osteoclastogenesis. mTORC1 was activated at the early phases of the RANKL response but was suppressed during the later phases of osteoclastogenesis (Figures 1D,E). Intriguingly, the biphasic regulation of mTORC1 activity was dependent on MYC (Figures 1D,E); the early activation of mTORC1 and suppression of mTORC1 at the later phase of osteoclastogenesis were attenuated by MYC deficiency. In addition, the expression of total p70S6K expression was also diminished in MYC-deficient cells (Figures 1D,E). Thus, our results suggest that MYC is required for both the early activation and late suppression of mTORC1 activity.

**FIGURE 1:**
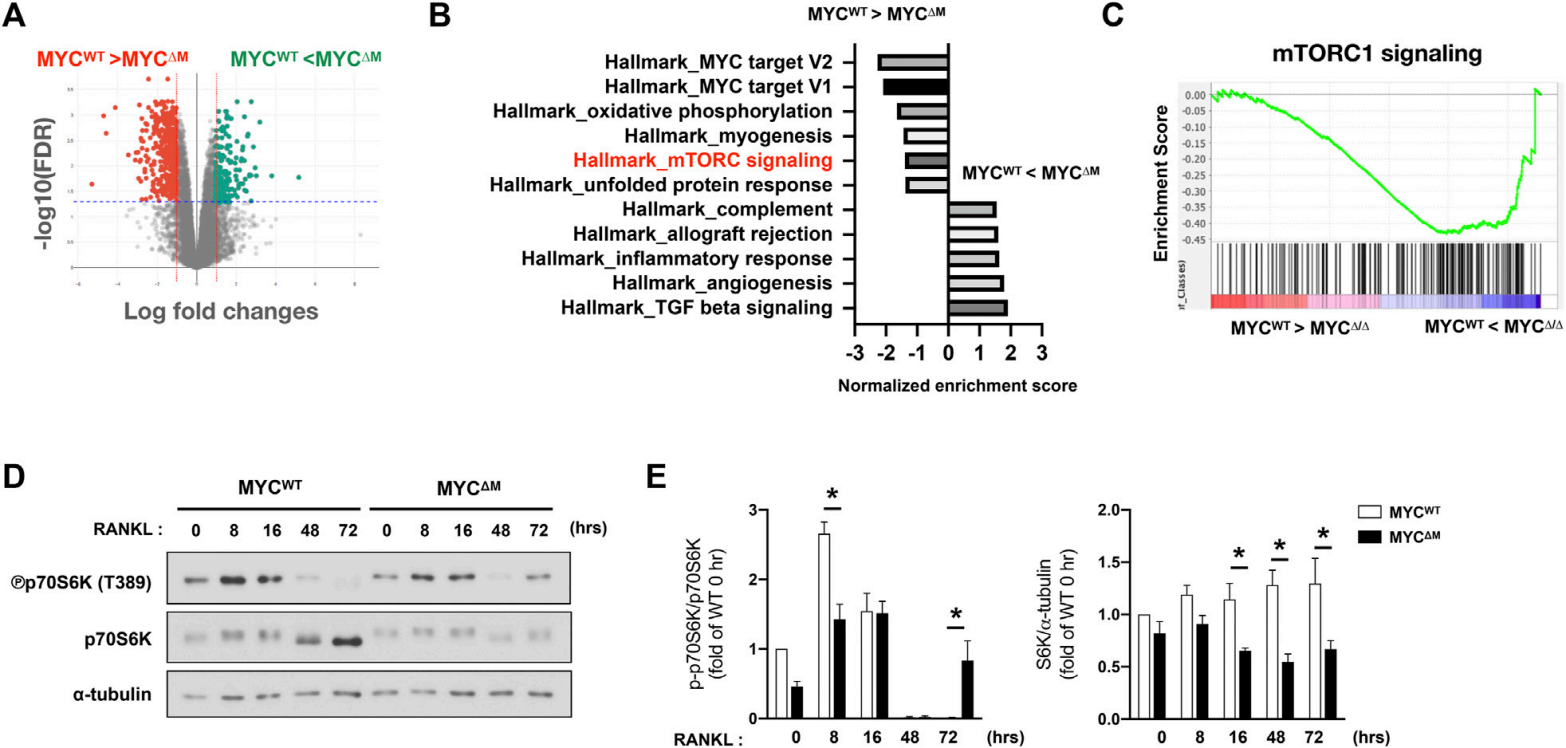
MYC regulates mTORC1 activity in osteoclastogenesis. **(A)** Mouse BMDMs from control (MYC^WT^) mice and MYC-deficient (MYC^ΔM^) mice were stimulated with RANKL for 1 day. Volcano plot of differentially expressed genes (DEGs) in MYC-deficient cells relative to control cells after RANKL stimulation for 24 h from the RNA sequencing (RNA-seq) analysis (>1.5 fold). **(B,C)** Gene-set–enrichment analysis of DEGs with genes ranked on the basis of expression in MYC^ΔM^ relative to that in MYC^WT^, showing the distribution of genes in the mTORC1 signaling gene set against the ranked list of the genes from the RNA-seq analysis. NES: normalized enrichment score, the primary statistic for examining gene set enrichment results. **(D)** Immunoblot of whole-cell lysates from control and MYC-deficient BMDMs after RANKL stimulation for the indicated time points with anti-phospho p70S6K, p70S6K, and α-tubulin antibodies. α-tubulin served as a loading control. Data are representative of four experiments. **(E)** Graph depicts the quantification of signal intensity of the phospho p70S6K and total p70S6K immunoblot using densitometry, normalized to WT control. Data are shown as mean ± SEM (*n* = 4). *p < 0.05 by one-way ANOVA with a *post hoc* Tukey test.

### The level of mammalian target of rapamycin complex 1 activity affects osteoclast function

To further dissect the role of biphasic regulation of mTORC1 in osteoclastogenesis, we measured the regulation of mTORC1 activity in human and mouse cells. During mouse osteoclast differentiation, mTORC1 was activated 1 hour after RANKL stimulation and subsequently was suppressed below the baseline at 24 h after RANKL stimulation, as supported by a previous study (Hiraiwa et al., 2019) (Figure 2A). Given the transient activation of mTORC1 during osteoclastogenesis, we considered the possibility of a differential role of mTORC1 at different stages of osteoclastogenesis. To test this, we inhibited mTORC1 activation by rapamycin treatment, an inhibitor of mTORC1 (Li et al., 2014), at different time points after RANKL stimulation (Figure 2B). Consistent with the previous studies showing that mTORC1 activation is required for osteoclastogenesis (Glantschnig et al., 2003; Dai et al., 2017a), rapamycin treatment suppressed osteoclastogenesis (Figure 2C). While inhibition of mTORC1 by rapamycin treatment prior to RANKL stimulation nearly completely suppressed osteoclast formation, osteoclastogenesis was inhibited to a lesser extent when rapamycin was added at 2 days after RANKL stimulation (Figure 2C). We next tested if this suppressed mTORC1 activity is related to the bone-resorbing function of osteoclasts. Bone marrow-derived macrophages (BMDMs) were cultured with M-CSF and RANKL for 3 days to form mature osteoclasts, and mature osteoclasts then were treated with rapamycin or DMSO (Figure 2D). Notably, rapamycin-treated osteoclasts exhibited greater resorbing activity compared to vehicle-treated osteoclasts (Figure 2E). Rapamycin treatment on mature osteoclasts minimally affected TRAP-positive osteoclasts as displayed by TRAP-positive area, while significantly increasing resorbing area per TRAP-positive area (Supplementary Figure S1), suggesting that mTORC1 inactivation at the later stage of osteoclastogenesis may be required for the appropriate function of osteoclasts.

**FIGURE 2:**
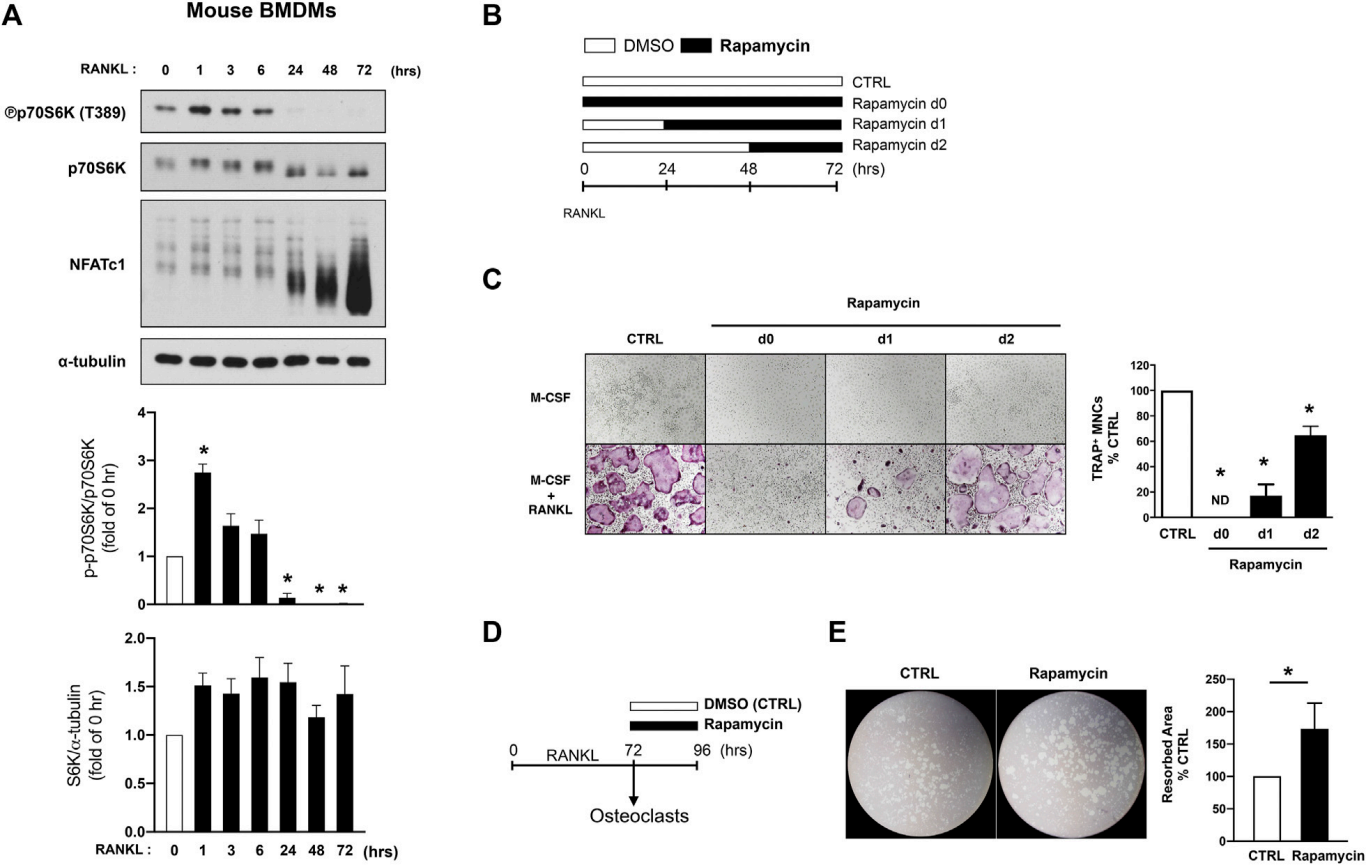
mTORC1 signaling has a biphasic effect on mouse osteoclastogenesis. **(A)** Immunoblot of whole-cell lysates from mouse BMDMs after RANKL stimulation for the indicated time points with anti-phospho p70S6K, p70S6K, NFATc1, and α-tubulin antibodies. α-tubulin served as a loading control. Graph depicts the quantification of signal intensity of the phospho p70S6K and total p70S6K immunoblot using densitometry, normalized to the control (*n* = 3). **(B)** A schematic diagram illustrating the experimental design in **(C)**. **(C)** Representative images show osteoclast differentiation after rapamycin treatment (100 nM) at different time points after RANKL stimulation. Graph depicts the number of TRAP-positive multinucleated cells (MNCs) counted in triplicate from three independent experiments. **(D)** A schematic diagram illustrating the experimental design in **(E)**. **(E)** Representative images show bone resorption activity of osteoclasts after rapamycin treatment for 24 h. Graph depicts the percentage of resorbed pit area per total area from six independent experiments. All data are shown as mean ± SEM. *p < 0.05 by one-way ANOVA with a *post hoc* Tukey test **(A,C)** or two-tailed, paired *t* test **(E)**. ND, not detected.

Hyperactive mTORC1 signaling is a clinical feature of patients with tuberous sclerosis complex (TSC) which is caused by inactivating pathogenic variants in either TSC1 or TSC2 genes, and sclerotic bone lesions have been frequently reported in TSC patients (Avila et al., 2010; Wu et al., 2017). However, the role of mTORC1 activity in human osteoclast differentiation has not been demonstrated yet. We examined how its activity is regulated in human osteoclastogenesis. Human CD14-postive cells were cultured with M-CSF and RANKL, and mTORC1 activity was examined by detecting the phosphorylation of S6K. Consistent with our observation in mouse cells, mTORC1 activity was dynamically regulated by RANKL stimulation; mTORC1 activity increased in response to RANKL at 24 h after stimulation, but its activity was decreased at the later phase of human osteoclastogenesis (Figure 3A). Consistent with the data observed in mouse cells (Figure 2), blocking mTORC1 activity by rapamycin treatment up to day one after RANKL stimulation suppressed osteoclast differentiation (Figure 3B). However, osteoclast differentiation was minimally affected when mTORC1 was inhibited at 2 days after RANKL stimulation (Figure 3B). After culturing human CD14-positive cells with M-CSF and RANKL to form mature osteoclasts, cells were treated with rapamycin or DMSO for 2 days. Furthermore, the suppression of mTORC1 in human mature osteoclasts by rapamycin treatment enhanced their bone-resorbing function (Figure 3C). Taken together, our results suggest that lower activity of mTORC1 at the later phases of osteoclastogenesis has a beneficial effect on the bone-resorbing function of osteoclasts.

**FIGURE 3:**
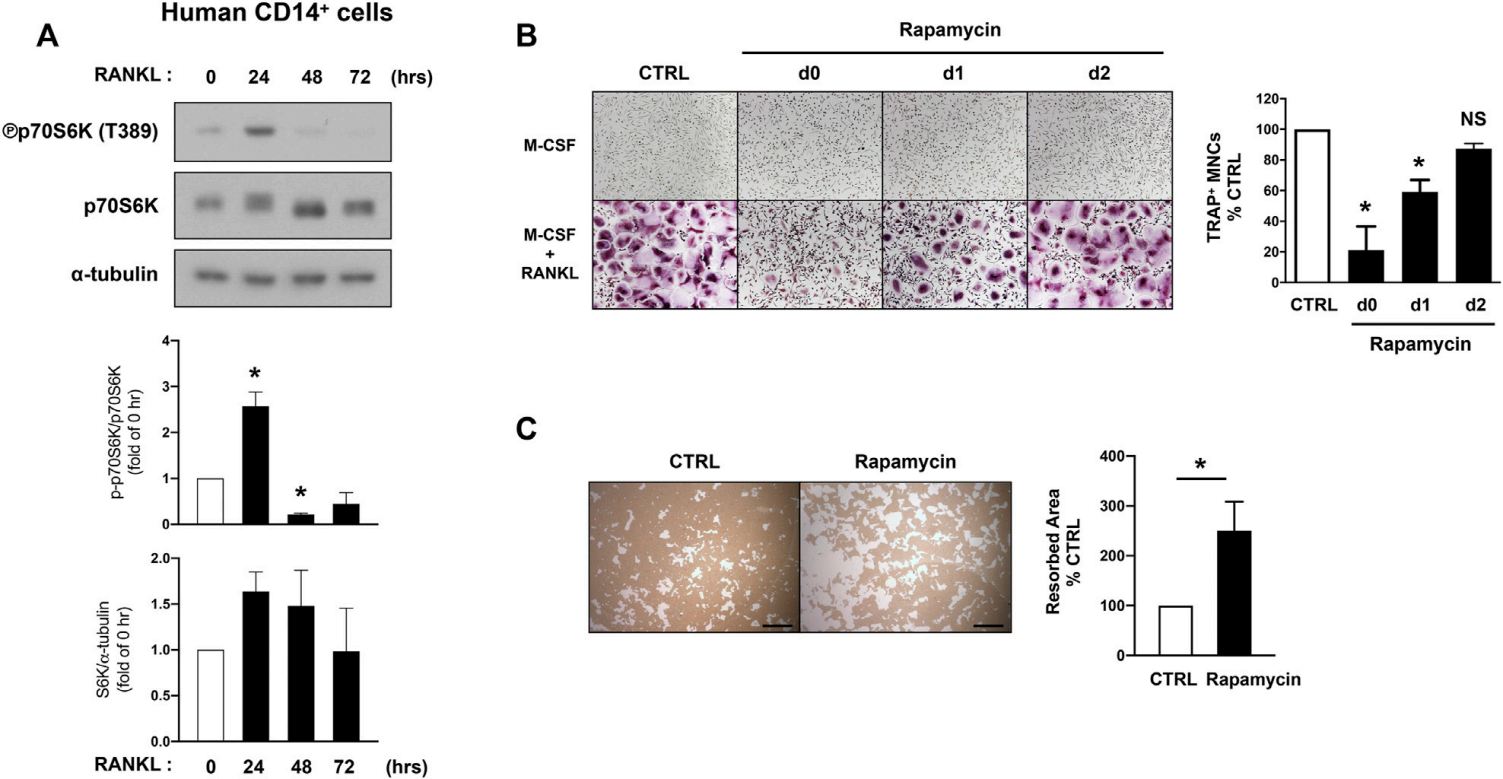
mTORC1 signaling has a biphasic effect on human osteoclastogenesis. **(A)** Immunoblot of whole-cell lysates from human CD14-positive cells after RANKL stimulation for the indicated time points with anti-phospho p70S6K, p70S6K, and α-tubulin antibodies. α-tubulin served as a loading control. Representative results from four independent donors are shown. Graph depicts the quantification of signal intensity of the phospho p70S6K and total p70S6K immunoblot using densitometry, normalized to the control (*n* = 4). **(B)** Representative images show human osteoclast differentiation after rapamycin treatment (100 nM) at different time points after RANKL stimulation. Graph depicts the number of TRAP-positive multinucleated cells (MNCs) counted in triplicate. Data are from four independent donors. **(C)** Representative images show bone resorption activity of human osteoclasts after rapamycin treatment for 48 h. Graph depicts the percentage of resorbed pit area per total area. Data are from four independent donors. Scale bar: 500 μm. All data are shown as mean ± SEM. *p < 0.05; NS, not significant by one-way ANOVA with a *post hoc* Tukey test **(A,B)** or two-tailed, paired *t* test **(C)**.

### Activation of mammalian target of rapamycin complex 1 in osteoclasts *in vivo* dysregulates bone homeostasis

To corroborate our observation showing mTORC1 activity inversely regulates the bone-resorbing function of osteoclast, we wished to force mTORC1 activation at the late phase of osteoclastogenesis *in vivo*. Given that TSC1 or TSC2 deficiency results in a hyperactive mTORC1 state (Inoki et al., 2002; Huang and Manning, 2008), we generated TSC2-floxed CtsK-Cre (TSC2^∆OC^) mice by crossing TSC2-floxed mice with Cathepsin K-Cre mice and investigated their bone phenotype. Strikingly, TSC2^∆OC^ mice exhibited a significantly higher trabecular bone mass compared to wild-type (WT) mice (Cathepsin K-Cre), along with significantly increased number and thickness of trabecular bone and decreased trabecular spacing (Figures 4A,B). Histomorphometric analysis of trabecular bone revealed that the number of osteoclasts was not changed in TSC2^∆OC^ mice (Figures 4C,D). Similar to TSC1 deficient mice (Wu et al., 2017), TSC2^∆OC^ mice had larger osteoclasts compared to those from WT mice (Figures 4D,E). There was no difference in the number of osteoblasts or the level of N-terminal propeptide of type I procollagen (P1NP), a serum bone formation marker, between TSC2^∆OC^ mice and WT mice (Supplementary Figure S2; Figure 4F). Nonetheless, the level of CTX-I, a serum bone resorption marker, exhibited a decreasing trend in TSC2^∆OC^ mice compared to WT mice (Figure 4F), indicating that osteoclasts from TSC2^∆OC^ mice exhibited an attenuated resorbing function and caused increased bone mass. Taken together, using loss-of-function and gain-of function studies suggested that lower mTORC1 activity in mature osteoclasts is required for osteoclastic bone resorption.

**FIGURE 4:**
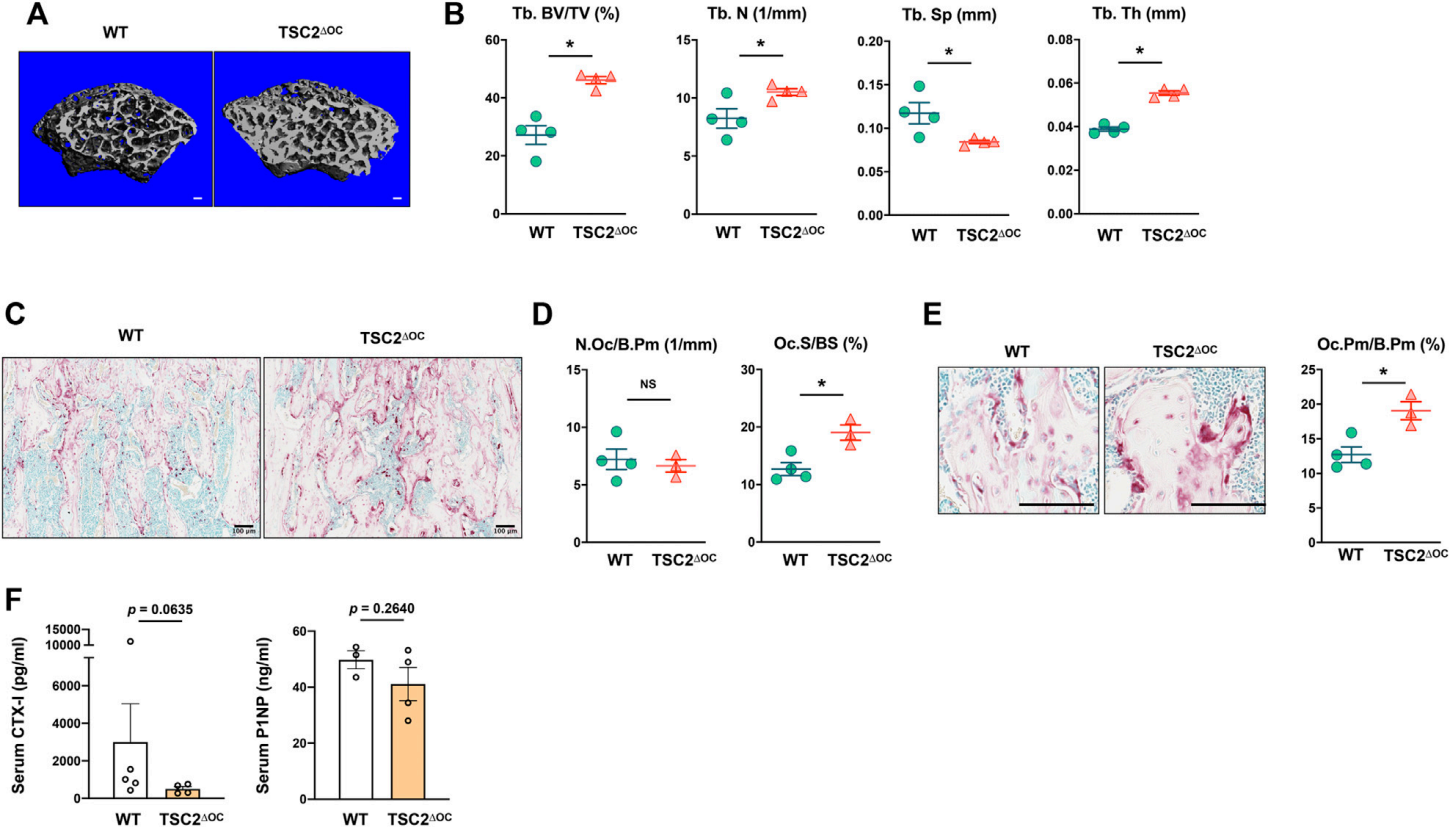
Hyperactivation of mTORC1 in osteoclasts impedes bone resorption. **(A)** Representative μCT reconstructed images of the trabecular architecture of the distal femurs from 8-week-old female TSC2-floxed Cathepsin K-Cre (TSC2^ΔOC^) and littermate control Cathepsin K-Cre (WT) mice. **(B)** μCT measurements for the indicated parameters of the trabecular bone in distal femurs. Bone volume/tissue volume ratio (BV/TV), trabecular numbers (Tb.N), trabecular thickness (Tb.Th), and trabecular space (Tb.Sp) were determined by μCT analysis. **(C)** Representative images showing the TRAP-positive, multinucleated osteoclasts (red) in the coronal sections of the distal femur. **(D)** Histomorphometric analysis of the trabecular bone. Number of osteoclasts per bone perimeter (N.Oc/B.Pm), osteoclast surface area per bone surface (Oc.S/BS). **(E)** Enlarged images from **(C)** showing the size of TRAP-positive, multinucleated osteoclasts (red). Graph depicts the size of osteoclasts. Osteoclast perimeter per bone perimeter (Oc.Pm/B.Pm). **(F)** The concentration of serum CTX-I and PINP measured by ELISA. All data are shown as mean ± SEM. *p < 0.05; NS, not significant by two-tailed, unpaired *t* test. Scale bar: 100 μm.

### The MYC/GADD34 axis negatively regulates mammalian target of rapamycin complex 1 in osteoclast differentiation

We wished to determine the mechanism of mTORC1 inactivation in the late phase of osteoclastogenesis by MYC. To search for the upstream regulator responsible for repressing mTORC1, we screened known regulators of mTORC1, including Deptor (Varusai and Nguyen, 2018), Ddit4 (Foltyn et al., 2019), FOXOs (Lin et al., 2014), and BNIP3 (Li et al., 2007) on mTORC1 activation. However, none of these were able to rescue suppressed mTORC1 activity (data not shown).

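In MYC-deficient BMDMs after 24 h of RANKL, 30 of 108 tested genes of an unfolded protein response (UPR) list were lower, 2 were higher and 76 did not pass the test (31 lower and 3 higher when adjusted over the list alone). The 4 genes with the smallest adjusted p were Psat1, an enzyme of serine synthesis, and Dkc1, Nolc1 and Npm1, which act in the nucleolus in ribosome and RNA processing, the last 3 with log2 fold changes of -2.58, -2.08 and -2.02. Some genes of the PERK-ATF4 branch, which raises amino acid supply under stress, were also lower, with 16 of 45 tested genes lower and 2 higher (18 and 2 when adjusted over the list alone). Of 50 chaperones and degradation factors of the endoplasmic reticulum, 3 were lower (3 when adjusted over the list alone) and 47 did not pass. Ppp1r15a, which encodes GADD34, had 21.9 ± 0.273 CPM (SD, n = 2) in MYC-WT cells and 22.3 ± 0.0555 CPM (SD, n = 2) in MYC-deficient cells.

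Ppp1r15a (ENSMUSG00000040435) lies on chromosome 7 of mm10 from 45522916 to 45526268. Its counts were 739 and 643 in the MYC-WT libraries and 796 and 604 in the MYC-deficient libraries. Its log2 fold change of 0.02 did not pass (standard error 0.11, adjusted p = 0.903 from edgeR's quasi-likelihood test), and it was -0.004254 when libraries were scaled by total counts alone. In the PERK-ATF4 group, log2 fold changes were -2.16 for Slc7a5, an amino acid transporter, -1.53 for Aldh18a1, an enzyme of proline synthesis, and 1.08 for Ndrg1 (standard errors 0.20, 0.18 and 0.14). Ndrg1, like Sla, lies within 10 Mb of Myc on chromosome 15. The 3 lower genes of the endoplasmic reticulum were Pdia5, Fkbp11 and Txndc5, with log2 fold changes of -1.59, -2.88 and -0.72. Of 35 RNA processing genes of the UPR list 16 were lower and 1 higher (16 and 1 when adjusted over the list alone). Npm1 has pseudogene copies, and how shared reads were counted is not given in the sources used here.

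By camera, adjusted p was 4.36e-07 for the UPR list, 7.18e-07 for the PERK-ATF4 group, 1.74e-13 for the RNA processing group and 0.934 for the endoplasmic reticulum group. With an estimated correlation adjusted p was 0.45, 0.457, 0.447 and 0.986. The 16 genes that the UPR list shares with the MYC target and ribosome biogenesis lists were all lower. Of its other 92 genes 14 were lower and 2 higher, with a median log2 fold change of -0.16, and camera on these gave adjusted p = 0.0124. Without MYC-WT replicate 1, 23 genes of the UPR list were lower, and without MYC-WT replicate 2, 10 were. Its 2 higher genes, Nabp1 and Cebpb, lost their call without either (adjusted p = 0.112 and 0.104, and 0.102 and 0.183, from edgeR's quasi-likelihood test), and without MYC-WT replicate 2, 5 genes of the PERK-ATF4 group and 6 of the RNA processing group were lower. Ndrg1, Pdia5, Fkbp11 and Txndc5 lost their call without MYC-WT replicate 2 (adjusted p = 0.0755, 0.0958, 0.101 and 0.126 from edgeR's quasi-likelihood test), Pdia5 and Txndc5 also without MYC-WT replicate 1 (0.0589 and 0.063) and Txndc5 without MYC-deficient replicate 1 (0.0575).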

To search for additional candidates, we referenced the RNA-seq analysis of MYC-deficient cells and found that the expression of genes associated with the unfolded protein response (UPR) were diminished in MYC-deficient cells (Figure 1); this was of particular interest given that the balance between the mTORC1 pathway and UPR tightly regulates protein synthesis (Walter and Ron, 2011). Growth arrest and DNA damage-inducible protein (GADD34, encoded by *Ppp1r15a*) is an important factor for the coordinate regulation of UPR. Moreover, in 293HEK cells and mouse embryonic fibroblasts, GADD34 leads to dephosphorylation of TSC2 and negatively regulates mTOR signaling (Watanabe et al., 2007; Uddin et al., 2011). Since GADD34 regulation in osteoclasts had not yet been investigated, we first tested GADD34 expression in osteoclastogenesis. Control and MYC deficient BMDMs were treated with RANKL, and the expression of GADD34 was measured. The transcription level of Gadd34 (*Ppp1r15a*) was increased in WT cells upon RANKL stimulation in a time-dependent manner, while MYC-deficient cells failed to induce its expression (Figure 5A). Concomitantly, RANKL-induced GADD34 protein expression was abrogated by MYC deficiency (Figure 5B), indicating MYC regulates the expression of GADD34 in osteoclastogenesis. To test if GADD34 plays a role in regulation of mTORC1 activity in osteoclasts, we knocked down the expression of GADD34 using nucleofecting siRNA oligos against *Ppp1r15a* and evaluated mTORC1 activity. *Ppp1r15a* mRNA expression was efficiently diminished in Gadd34-deficient cells compared to control cells (Figure 5C). GADD34 deficiency partially restored RANKL-induced mTORC1 inactivation (Figure 5D), suggesting that the MYC/GADD34 axis, in part, contributes to the suppression of mTORC1 in osteoclasts. GADD34 deficiency also suppressed osteoclastogenesis (Figure 5E). GADD34 deficiency showed a decreasing trend in osteoclastic bone resorption (Supplementary Figure S3). Taken together, our results suggest that GADD34 is a positive regulator of osteoclastogenesis and suppresses mTORC1 activity at the later stages of osteoclastogenesis.

**FIGURE 5:**
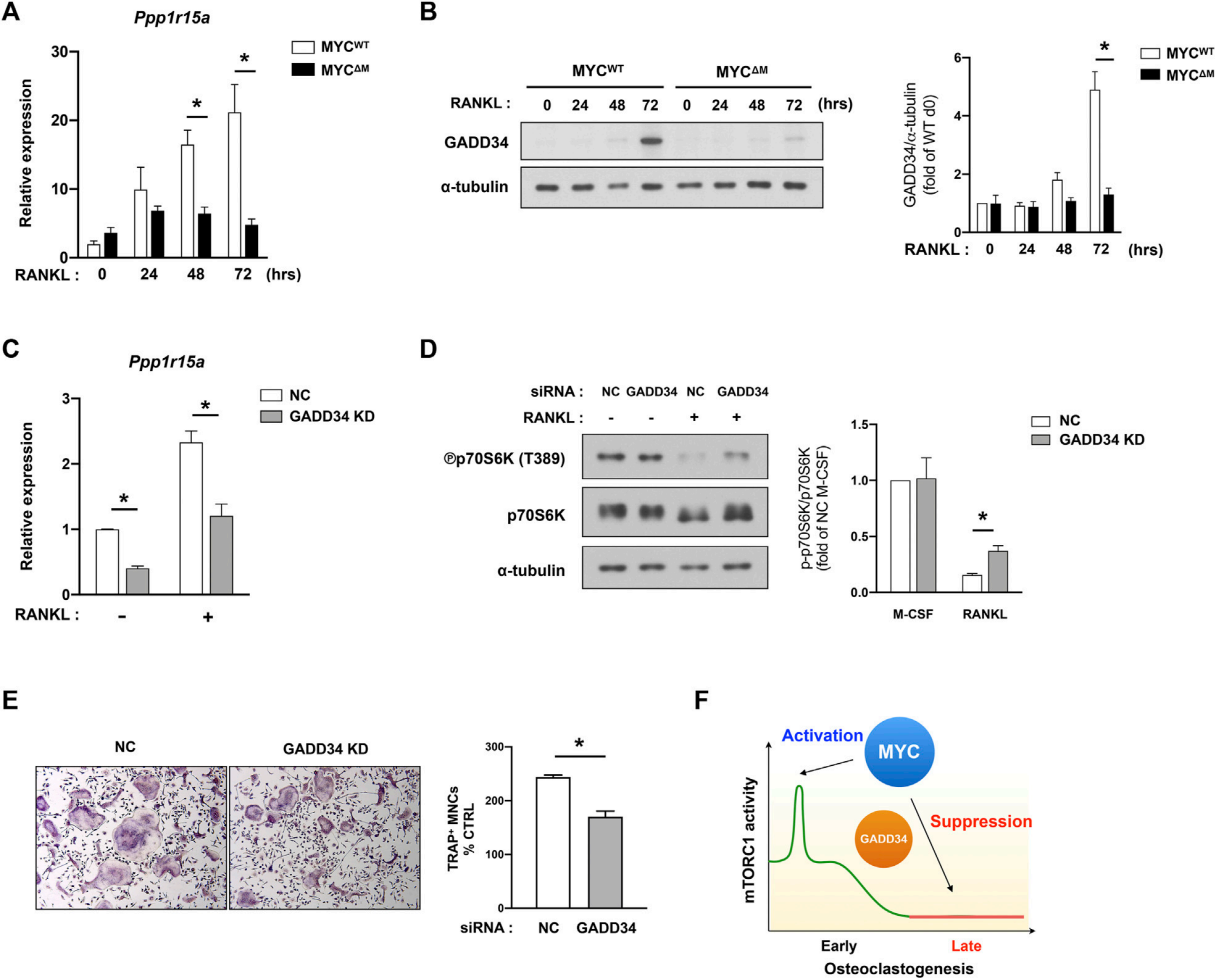
MYC/GADD34 axis inactivates mTORC1 in osteoclasts. **(A)** The mRNA expression of *Ppp1r15a* (encodes GADD34, relative to the *Hprt* housekeeping gene) in control (MYC^WT^) and MYC-deficient (MYC^ΔM^) BMDMs after RANKL stimulation for the indicated time points (*n* = 4). **(B)** The protein expression of GADD34 determined by immunoblot using whole-cell lysates of control and MYC-deficient BMDMs after RANKL stimulation for the indicated time points. α-tubulin served as a loading control. Data are representative of three independent experiments. Graph depicts the quantification of signal intensity of the GADD34 immunoblot using densitometry and then normalized to WT control (*n* = 3). **(C–E)** Mouse BMDMs were transfected with siRNAs specific for GADD34. **(C)** The mRNA expression of *Ppp1r15a* (relative to the *Hprt* housekeeping gene) in negative-control (NC) or siRNAs specific for GADD34 transfected cells after RANKL stimulation for 3 days (*n* = 3). **(D)** Representative images for Immunoblot of whole-cell lysates with indicated antibodies. α-tubulin served as a loading control. Representative results from four independent experiments are shown. Graph depicts the quantification of signal intensity of the phospho p70S6K immunoblot using densitometry and taken as a ratio of phospho p70S6K over total p70S6K and then normalized to NC control (*n* = 4). **(E)** Osteoclastogenesis assay. BMDMs were cultured with M-CSF and RANKL for 3 days. Left, Representative images of TRAP-stained cells. Right, Quantification of TRAP positive multinucleated (more than three nuclei) cells (*n* = 3). **(F)** A diagram illustrating the dynamic regulation of mTORC1 activity by MYC. All data are shown as mean ± SEM. *p < 0.05 by one-way ANOVA with a *post hoc* Tukey test **(A–D)** or by two-tailed, paired *t* test **(E)**.

## Discussion

Both the mTOR pathway and MYC are critical modulators of osteoclastogenesis (Park-Min, 2019). However, the crosstalk between MYC and the mTOR pathway during osteoclastogenesis has never been studied previously. In this study, we show that MYC is an upstream regulator of mTOR pathway and modulates a biphasic activation of mTORC1 during osteoclastogenesis. It is well-documented that early activation of mTORC1 is required for osteoclast formation (Dai et al., 2017a; Zhang et al., 2017; Hiraiwa et al., 2019). However, we found that inactivation of mTORC1 in mature osteoclasts is important for the bone-resorbing function of osteoclasts. Accordingly, hyperactivation of mTORC1 in osteoclasts, by deleting TSC2 in mice, increased bone mass and suppressed osteoclast activity. MYC promoted mTORC1 activation at the early phases of osteoclastogenesis and suppressed mTORC1 activation at the later phases of osteoclastogenesis *via* induction of GADD34 (Figure 5F). Overall, our findings suggest that MYC regulates osteoclast differentiation and activity by tightly controlling mTORC1 activity.

MYC is a multifunctional helix-loop-helix leucine zipper transcription factor (Dang, 2012). Our previous report established the central role of MYC in osteoclasts and pathological bone loss. MYC is induced by RANKL stimulation (Bae et al., 2017). MYC is required for the induction of NFATc1 and plays a key role in oxidative phosphorylation in osteoclasts (Park-Min et al., 2014; Bae et al., 2017). This study further suggests that MYC is an upstream regulator of mTORC1 signaling in osteoclasts. Despite the importance of mTORC1 in skeletal development, the mechanism underlying the dynamic regulation of mTORC1 activity in osteoclasts remains unclear. Here, we show that MYC deficiency not only inhibited RANKL-induced mTORC1 activation and the expression of p70S6K at the early phases of osteoclastogenesis but also activated mTORC1 activation at the late phases of osteoclastogenesis. RANKL-mediated mTORC1 activation can be regulated by other signaling pathways. It has been shown that mTORC1 is activated by PI3K (The phosphoinositide 3 kinase)/Akt *via* inhibition of TSC1/2 (Shaw and Cantley, 2006). The PI3KAkt/mTOR pathway plays an important role in osteoclastogenesis (Moon et al., 2012) by several different mechanisms (Tiedemann et al., 2017; Yu et al., 2019). The mTOR-rictor-Akt circuit regulates osteoclast fusion and growth (Tiedemann et al., 2017). However, we did not detect any changes in the P13K/Akt pathway in MYC deficient cells (data not shown). In addition to the transcriptional control of osteoclast-specific genes by MYC, our study suggested that MYC may be involved in RANKL-induced protein synthesis in osteoclasts by regulating mTORC1 activity. Therefore, our results provide new insights into the role of MYC in osteoclastogenesis.

mTORC1 promotes anabolic functions including protein and lipid synthesis, and its activation is dependent on energy status and nutrient availability (Saxton and Sabatini, 2017). Aberrant mTORC1 signaling is associated with many human diseases, including cancer, diabetes, and neurological disorders (Inoki et al., 2005; Saxton and Sabatini, 2017). mTORC1 activation is also important for bone remodeling by regulating osteoblasts (Riddle et al., 2014; Chen and Long, 2015; Dai et al., 2017b; Fitter et al., 2017; Martin et al., 2018) and osteoclasts (Dai et al., 2017a; Zhang et al., 2017; Huynh and Wan, 2018). During osteoclastogenesis, mTORC1 activation is biphasically regulated. However, the role of mTORC1 in osteoclasts is still controversial. Pharmacological studies established that mTOR signaling positively regulates osteoclastogenesis. However, recent genetic studies demonstrated that constitutive active mTOR signaling in TSC1 or TSC2 deficient cells suppresses osteoclastogenesis regardless of the stage of osteoclastogenesis (Wu et al., 2017; Zhang et al., 2017). We also found that prolonged mTORC1 activation in TSC2^ΔOC^ mice increases bone mass. Osteoclasts from TSC2^ΔOC^ mice were larger, although the number of osteoclasts in TSC2^ΔOC^ mice was comparable to that of the control mice. In addition, cathepsin K-expressing osteoclasts in TSC2^ΔOC^ mice were bigger and showed increased phospho-mTOR compared to osteoclasts in control mice (data not shown). These results implicate the broad but complicated effect of mTORC1 on osteoclast differentiation and activity.

The phenotype of osteoclasts in TSC2^ΔOC^ mice was similar to the phenotype of osteoclasts in TSC1^f/f^-Ctsk-Cre mice (Wu et al., 2017). TSC1^f/f^-Ctsk-Cre mice exhibited high bone mass and reduced bone resorption (Wu et al., 2017; Xu et al., 2018). However, inhibition of mTORC1 activation by raptor deficiency at the late phase of osteoclastogenesis using Cathepsin K-Cre also resulted in higher bone mass than in control mice (Dai et al., 2017a). Since either hyperactive or hypoactive mTORC1 at the late phase of osteoclastogenesis resulted in inhibition of osteoclast formation and increased bone mass, it is hard to draw a conclusion based on the genetic modification. Here, we show that rapamycin treatment in mature osteoclasts enhanced bone-resorbing activity, suggesting the importance of inactive mTOR signaling at the late phase of osteoclastogenesis for osteoclastic bone resorption. While several studies demonstrated that rapamycin administration increased bone mass (Chen et al., 2015; Luo et al., 2016; Bateman et al., 2019), other studies showed that bone marrow cells isolated from mice after two month-treatment with low doses of rapamycin exhibited increased osteoclastogenic activity and diminished bone mass (Rubert et al., 2015; Huynh and Wan, 2018). However, since rapamycin targets not only osteoclasts but also osteoblasts and other cells, the outcome of rapamycin administration *in vivo* could result from the coordinated interaction among various cell types. Nonetheless, these studies support that selectively modulating mTORC1 activity could be used to control osteoclast differentiation and function in pathological conditions. Given that dysregulation of mTORC1 is important for the proper regulation of osteoclastogenesis, further studies dissecting the role of mTORC1 in physiological bone remodeling will be required.

Our study is the first to show the regulation of GADD34 in osteoclastogenesis. GADD34 is an important component of the unfolded protein response (UPR) and is quickly induced in nutrient- or amino acid- deprived conditions (Novoa et al., 2001; Gambardella et al., 2020). Although cellular energy deficiencies usually lead to UPR (Bravo et al., 2013), we show that GADD34 is gradually induced by RANKL stimulation even in nutrient-rich media. Moreover, ATP formation is greatly increased during osteoclastogenesis (Nishikawa et al., 2015; Bae et al., 2017), and adenosine monophosphate-activated protein kinase (AMPK), a cellular energy censor, is suppressed in osteoclasts (Bae et al., 2017, unpublished observations), suggesting that osteoclast formation is accompanied by increased energy metabolism. However, a discrepancy between GADD34 mRNA and protein expression during osteoclastogenesis has been observed. GADD34 mRNA was induced at 24 h after RANKL stimulation, while GADD34 protein gradually increased from 2 days after RANKL stimulation. GADD34 protein is remarkably unstable due to proteasomal degradation at steady-state conditions (Brush and Shenolikar, 2008). Our data suggests that GADD34 protein is stabilized by an unknown mechanism at the later phase of osteoclastogenesis. Furthermore, we also show that, upon RANKL stimulation, GADD34 was not induced in MYC-deficient cells, suggesting that MYC positively regulates the expression of GADD34 or the stabilization of GADD34 proteins. In contrast to our observations, Amundson et al. (1998) showed that stress-induced GADD34 was attenuated by overexpression of v-MYC. Given that RANKL-induced GADD34 expression is dependent on MYC in osteoclasts in nutrient-sufficient conditions, further study is needed to identify how MYC regulates GADD34 in osteoclasts. Collectively, our data show that both MYC deficiency and GADD34 deficiency reversed suppressed mTORC1 activity at the late phase of osteoclastogenesis, suggesting the inhibitory role of the MYC/GADD34 axis in mTORC1 activation in osteoclasts. Considering that MYC is currently undruggable (Prochownik and Vogt, 2010) and that mTORC1 is difficult to productively target due to its complicated function in osteoclastogenesis, the MYC/GADD34 axis could be a potential druggable therapeutic target controlling the abnormal activity of osteoclasts.

## Data Availability

The RNA-seq data have been deposited in the Gene Expression Omnibus database with the accession code GEO: GSE202932.

# Supplementary material for: The crosstalk between MYC and mTORC1 during osteoclastogenesis
**Source:** Front Cell Dev Biol. 2022 Aug 19;10:920683. doi: 10.3389/fcell.2022.920683
**Supplement:** Supplementary file 1

Supplementary Materials

The crosstalk between MYC and mTORC1 during osteoclastogenesis

Seyeon Bae, Brian Oh, Jefferson Tsai, Peter Sang Uk Park, Matthew Blake Greenblatt, Eugenia G Giannopoulou, and Kyung-Hyun Park-Min

Supplementary figure legend

2

Supplementary figures 1-3

3-5

Supplementary figure legend

Supplementary figure 1. The effect of rapamycin on the bone-resorbing activity of osteoclasts. Mouse BMDMs were differentiated to osteoclasts in the presence of M-CSF and RANKL using calcium-coated plates, as described in the Method section. Rapamycin (100 nM) was added to osteoclasts. After 24 hours, cells were stained with tartrate-resistant acid phosphatase (TRAP) to visualize osteoclasts, and then TRAP-positive area was quantified by Image J software. Additionally, the cells were removed, and the remaining mineralized matrix and formed resorption pits were visualized with Toluidine Blue staining. The resorbed area was calculated as described in the Method section. (A) Graph depicts the percentage of TRAP-positive area per total area. (B) Graph depicts the percentage of resorbed pit area per TRAP-positive area. Data are shown as mean $\pm$ SEM ($n=3$). * $p < 0.05$; NS, not significant by two-tailed, paired t test.

Supplementary figure 2. Osteoblast parameters in TSC2-floxed Cathepsin K-Cre (TSC2^{ΔOC}) and WT mice. (A) Representative images showing the osteoblasts in the coronal sections of the distal femur. Scale bar: 50 μ m. (B) Histomorphometric analysis of the trabecular bone. Graph depicts the number of osteoblasts per bone perimeter (Ob.N/B.Pm) and osteoblast surface area per bone surface (Ob.S/BS). Data are shown as mean $\pm$ SEM. NS, not significant by two-tailed, unpaired t test.

Supplementary figure 3. The effect of GADD34 on bone-resorbing activity of osteoclasts. Mouse BMDMs transfected with siRNAs specific for GADD34 or negative-control (NC) were differentiated to osteoclasts in the presence of M-CSF and RANKL using calcium-coated plates. (A) Representative images show bone resorption activity of GADD34-deficient osteoclasts. (B) Graph depicts the percentage of resorbed pit area per total area. Data are shown as mean $\pm$ SEM ($n=4$). P value was obtained by two-tailed, paired t test.

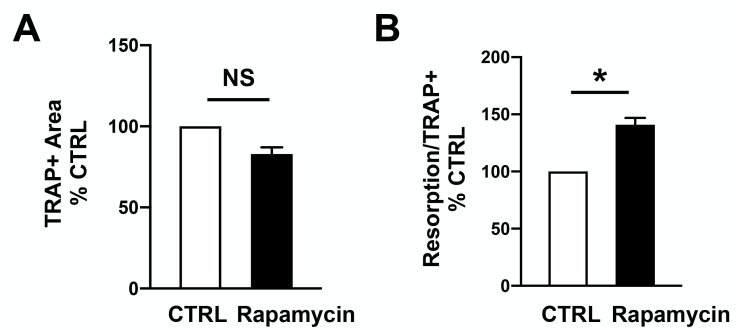

Supplementary Figure 1

A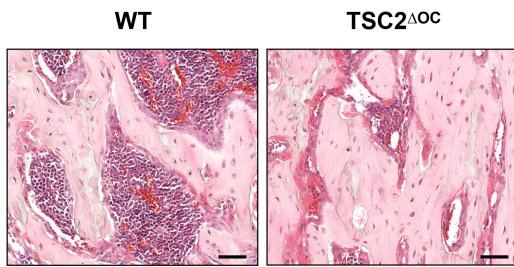**B**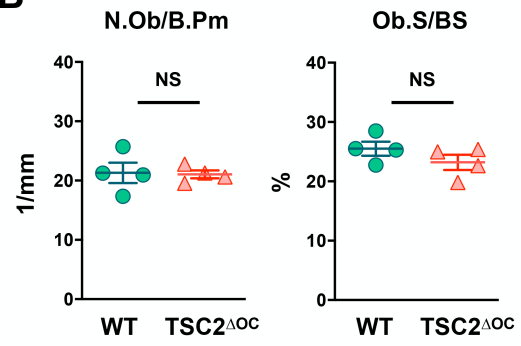

Supplementary Figure 2

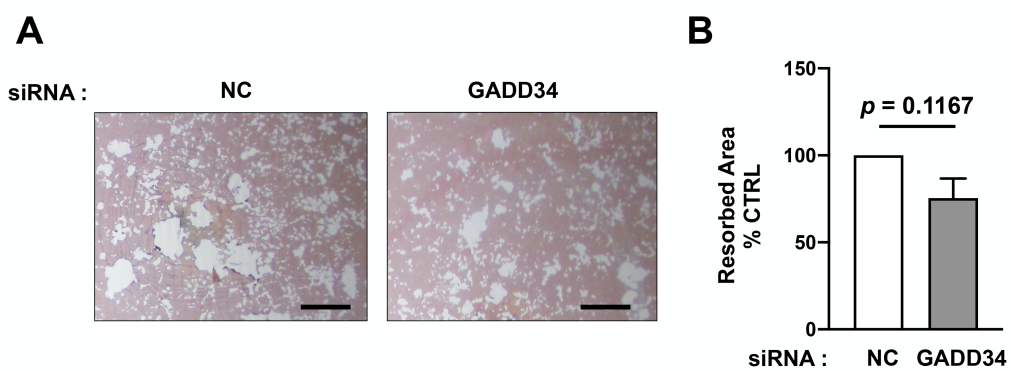

Supplementary Figure 3

How the deposited data were processed for this re-analysis (not part of the article)

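RNA-seq was run on 4 libraries of BMDMs after 24 h of RANKL, 2 from MYC-WT and 2 from MYC-deficient cells. The authors made raw counts per gene with tools of which the submitters' processing notes name bcl2fastq 1.8.4, fastp, STAR 2.7.3a and edgeR, on the mm10 build. The roles of these tools, the versions of fastp and edgeR, the counting tool, the strand setting and the annotation release are not given in the sources used here. The deposited table of all genes holds 28443 genes, 4413 of them with no count in the 4 libraries, and no mitochondrially encoded gene. Gene identifiers, types and positions are those of the deposited tables. All 28443 identifiers are in GENCODE M21, and 27887 have identical coordinates there. The authors also deposited the same counts for 11109 genes that they kept, by a filter that is not stated, and log2 CPM of those genes. These log2 CPM values differ from edgeR's log2 CPM with a prior count of 0.25 by at most 0.124 (median 0.0834).

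Total counts per library ranged from 27544806 to 35794698, and TMM factors from 0.982 to 1.02. The number of genes with a count was 20575 and 19510 in MYC-WT and 20532 and 19096 in MYC-deficient libraries. The counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes were filtered with filterByExpr (min.count 10, min.total.count 15), which left 13436 genes. Of these 11046 are also in the authors' filtered table. Dispersions were estimated with 2 residual degrees of freedom, and the common biological coefficient of variation was 0.167. The quasi-likelihood test compared MYC-deficient with MYC-WT cells, with Benjamini-Hochberg adjustment over the genes tested. A gene was called at an adjusted p under 0.05 and a fold change over 1.5, the paper's thresholds. Standard errors are the log2 fold change divided by the square root of F. CPM are scaled by TMM.

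The test, the gene lists, the rule for named genes and the alternatives were set before the data were examined, except for 1 added filter. Named genes are Myc, the 25 genes named from the paper of which 24 could be tested, the 10 largest changes in each direction with a mean log2 CPM of at least 3 and replicates that do not overlap, up to 4 members of each described list per direction by smallest adjusted p, and each osteoclast differentiation gene that passed. Unnamed gene models were left out of the largest changes. Foxo6 was not tested because of its low counts.

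Of 41 gene lists, written from general knowledge, 36 had at least 3 tested members. Several recall Hallmark sets of the Molecular Signature Data Base from memory, and the original sets are not used here. Lists were tested with camera in limma 3.58.1 at a preset inter-gene correlation of 0.01, adjusted over the 36 lists, and again with an estimated correlation, with fry, with Fisher's exact test and with fgsea 1.28.0. The lists cover MYC targets, mTORC1, the UPR, metabolism, ribosomes and translation, the cell cycle, osteoclast genes, signaling and immune genes, and markers of other cell types.

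On counts simulated for the comparison of MYC-deficient with MYC-WT cells over 13192 genes, 7 of 12950 unchanged genes were called. A list of 50 genes lowered by 0.5 on the log2 scale gave a camera p of 2.46e-23. Simulated genes varied independently, with no difference shared by replicates of the same number. The simulation therefore cannot test camera at the preset correlation, or the rate of false calls, on genes that vary together.

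The alternatives for genes were edgeR's RLE scaling (relative log expression) or total counts alone, no filter, the authors' filtered genes, DESeq2 1.42.0, edgeR's likelihood ratio and exact tests, limma-trend on the authors' log2 CPM, a fold threshold of 2, none or within the test (glmTreat), the replicate number as a block, and leaving out each library. The filter added after seeing the data keeps genes with at least 10 counts summed over the 4 libraries. No reads were analysed here.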

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

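The tests of B cells and dendritic cells, and the use of Itgax, were chosen after the results were seen. The gene groups given here are not among the gene sets named in Figure 1B.

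Many genes for making ribosomes and proteins were lower in MYC-deficient cells. Of 97 tested ribosome biogenesis genes 92 were lower (92 when adjusted over the list alone), with a median log2 fold change of -1.12 (camera adjusted p = 9.37e-71, and adjusted p = 0.354 with an estimated correlation). Of 78 genes of cytosolic ribosomal proteins 70 were lower (76 when adjusted over the list alone), with a median of -1.07 (camera adjusted p = 1.77e-39, and adjusted p = 0.45 with an estimated correlation). These genes took 3.21% and 3.95% of the counts in the MYC-WT libraries and 1.50% and 1.74% in the MYC-deficient libraries. Of 83 genes of mitochondrial ribosomes and translation 41 were lower (46 when adjusted over the list alone; camera adjusted p = 1.24e-14, and adjusted p = 0.45 with an estimated correlation). Of 23 genes of aminoacyl-tRNA synthetases and their associated factors 17 were lower (17 when adjusted over the list alone; camera adjusted p = 5.02e-12, and adjusted p = 0.45 with an estimated correlation). The number of genes that passed fell in each list when either MYC-WT library was left out, most without MYC-WT replicate 2. Few genes of the ribosomal protein, mitochondrial ribosome and synthetase lists then passed. Such a fit has 1 MYC-WT library and loses power, and its variation between replicates comes from the MYC-deficient pair alone. That pair differed more, with a mean chi-square per gene of 54.0 against 31.8 for the MYC-WT pair. The fall therefore does not show that the lower values of these genes rest on the MYC-WT libraries. By itself MYC-WT replicate 1 still gave ribosomal protein genes 3.21% of its counts, above both MYC-deficient libraries.

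For the ribosomal protein genes, 217 genes outside the MYC, ribosome, mitochondrial and translation lists were matched on transcript length, GC content and expression. Their median log2 fold change was 0.118 (95% interval over genes 0.02 to 0.20, without the variation between libraries), which argues against a length or GC bias as the whole cause. The match was loose: median length, taken from the longest transcript, was 1443 bases against 1076 for the ribosomal protein genes, and median log2 CPM 7.77 against 8.16. With edgeR's RLE scaling 68 of the ribosomal protein genes were lower and with total counts 72, but none of these scalings can show a change in total RNA per cell, which stays open. Reads shared with the pseudogene copies of these genes were not tested and stay open, as does an effect of MYC loss on the genes themselves.

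Some genes of nucleotide synthesis and glycolysis were lower too. Of 32 nucleotide synthesis genes 19 were lower (22 when adjusted over the list alone; camera adjusted p = 9.24e-26, and adjusted p = 0.354 with an estimated correlation), among them Shmt1 and Impdh2 with log2 fold changes of -2.47 and -1.72. Of 25 glycolysis genes 9 were lower and 1 higher (13 and 2 when adjusted over the list alone; camera adjusted p = 0.000222, and adjusted p = 0.528 with an estimated correlation), among them Hk2, which encodes hexokinase 2, at -0.91 and Pfkl at -1.32. Without MYC-WT replicate 2, 13 nucleotide synthesis genes and 1 glycolysis gene were lower. Hk2 and Pfkl lost their call without MYC-WT replicate 2 (adjusted p = 0.0748 and 0.0625 from edgeR's quasi-likelihood test).

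Some antigen presentation genes were higher. Of 20 tested genes 8 were higher (10 when adjusted over the list alone; camera adjusted p = 1.05e-09, and adjusted p = 0.354 with an estimated correlation), and Cd74, the MHC class II invariant chain, was 4.99-fold higher; without MYC-WT replicate 2, 4 of the 20 were higher. B cells carry MHC class II with abundant Cd79a and Cd79b, and the summed rise of those 2 genes was 2.50 CPM against 125 CPM for H2-Aa, H2-Ab1 and H2-Eb1, a ratio of 0.0199, which argues against B cells as the source. Dendritic cells stay open and cannot be told apart from a change within the macrophages, since 20% of the 10 tested dendritic cell markers were higher. Itgax (CD11c), outside that list and expressed by dendritic cells and macrophages, had 23.6 and 65.7 CPM in the MYC-WT libraries and 121 and 296 CPM in the MYC-deficient libraries. Monocytes kept in the cultures, and an effect of MYC loss on these genes, were not tested.

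Variation carried along with the floxed allele could change genes around Myc. Within 10 Mb of Myc, 9 of 46 tested genes passed the thresholds (19.6%), against 2135 of 13389 elsewhere (15.9%; Fisher's exact test, two-sided p = 0.543). So few genes leave this open, and strain differences were not tested. Sla, Ndrg1 and Deptor, named above or below as members of pathways, lie within this window, from 66780819, 66929318 and 55112317 on chromosome 15. For them too it stays open.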

How the results depend on the processing

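The filter of at least 10 summed counts was chosen after seeing the data. Higher and lower counts (814 and 1331) stayed within 1.5 times under 11 and 13 of 17 alternatives. They were 349 and 689 at 2-fold, and 106 and 323 with glmTreat, which are stricter by construction. Without a filter they were 1385 and 1797, but that fit is not a sound test: with 4166 genes of few counts the prior degrees of freedom became infinite (3.28 with the filter), so each gene's own variation was ignored. Ctsk, whose dispersion was 18.0, was tested at 0.589, and its call and those of Acp5, Deptor and Ddit4 there are not relied on. The added filter gave 766 and 1241, with prior degrees of freedom of 3.72. Leaving out 1 library (the lone library is assumed to vary like the other group) gave 65 to 1011 higher and 199 to 1281 lower genes, lowest without MYC-WT replicate 2; of 84 named genes that passed, 39 kept their call without it, 64 without MYC-WT replicate 1 and 79 without either MYC-deficient library. Calls were 62.1% lower, and 57.8% with edgeR's RLE scaling and 66.1% with total counts. The replicate numbers are not stated to mark a shared day or litter; with a replicate block 1400 genes were higher and 1774 lower (2137 calls kept), Acp5, Ctsk, Deptor and Ddit4 passed (adjusted p = 0.000597, 0.000501, 0.00188 and 0.036), as did the osteoclast and megakaryocyte lists (camera adjusted p = 0.0349 and 0.0392), and replicate 1 minus replicate 2 correlated between genotypes across genes at 0.499. The named genes counted in this section are 106, of which 84 passed. Genes named only for some other lists, such as lysosome, macrophage identity and cell cycle, are left out of this count. Over the 106 genes, 1631 of 1800 comparisons kept side and direction, 141 lost the call, 23 gained it and 5 reversed. The reversals were Ppp1r15a with total counts (-0.004254; range to 0.0606), and Eif4ebp1 (-0.3606 to 0.06953) and Rptor (-0.1471 to 0.3736) on leaving out libraries; their cause was not tested. Over 36 lists, 345 of 434 comparisons held, 65 lost the call, 16 gained it and 8 reversed. No list passed with camera at an estimated correlation or with fry: the lists outside Figure 1B gave 0 in both, and up to 22 (without a filter) with the other alternatives. With 2 residual degrees of freedom neither passed even ribosome biogenesis (adjusted p = 0.354 by that camera and 0.0627 by fry). All 97 of its genes had negative log2 fold changes, so these tests cannot decide between lists. Adjusted p at the preset correlation of 0.01 can in turn be too small. The estimated correlation was 0.0875 for mTORC1, 0.152 for the UPR, 0.467 for ribosome biogenesis, 0.927 for ribosomal proteins and 0.899 for interferon. With an estimated correlation adjusted p was 0.354 (both MYC target lists, inflammatory response, complement), 0.45 (mTORC1, UPR, TGF-beta, angiogenesis) and 0.528 (oxidative phosphorylation). With fry it was 0.0627 (both MYC target lists, inflammatory response, complement), 0.0887 (UPR), 0.0933 (mTORC1, angiogenesis), 0.112 (TGF-beta) and 0.115 (oxidative phosphorylation), and with Fisher's exact test 0.275 (TGF-beta) and 0.0809 (angiogenesis). Over alternatives adjusted p ran from 3.99e-09 to 0.45 for mTORC1 and from 4.23e-11 to 0.45 for the UPR. Lists that did not pass reversed on leaving out libraries, with adjusted p of 0.243 to 0.87 (endoplasmic reticulum), 0.0692 to 0.995 (cholesterol), 0.00456 to 0.619 (cell cycle), 3.6e-22 to 0.361 (interferon) and 0.69 to 0.905 (mTORC1 components, which also reversed on the authors' genes, 0.968, and with the block, 0.825); the cause was not tested.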

Differences from the paper's values

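The paper reports 1332 differentially expressed genes, and 2145 passed here at the same stated thresholds. It reports 454 upregulated genes, and 814 were higher here. Of the alternatives set before the data were examined, the total came within 1.5 times of the paper's with the 2-fold threshold (1038) and without MYC-WT replicate 1 (983), and the higher count with the 2-fold threshold alone (349). With the other alternatives the total was 264 without MYC-WT replicate 2, 429 with glmTreat and 2020 to 3182 in the rest, and none of these came within 1.5 times of the paper's. The highest, without a filter, is from a fit that ignored each gene's own variation. The paper's 454 and 888 add up to 1342, which is 10 more than its total. The lines in Fig. 1A are drawn at 2-fold.

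In Fig. 1B, read by eye, the normalized enrichment score of the UPR is about -1.3 and that of complement about 1.5, and fgsea gave -2.19 and 2.37 here. The lists are not the sets the paper used, and these scores were computed in 1 setting. Here fgsea ranked all 13436 tested genes, while the paper describes its enrichment analysis as one of differentially expressed genes. The sizes of the scores are therefore not directly comparable. In Fig. 1C the label at one end of the ranking runs against the direction in Fig. 1B.

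The paper states that MYC-deficient cells failed to induce Ppp1r15a, from RT-qPCR on other samples, and the ratio at 24 h in Fig. 5A, read by eye, is about 0.69. In the RNA-seq at 24 h the ratio was 1.02. That is within 1.5 times of the value read in Fig. 5A, the limit used above for gene counts, though not with every alternative (1.038 with edgeR's RLE scaling). The RNA-seq ratio is scaled by TMM, while RT-qPCR was set relative to Hprt, whose own ratio in the RNA-seq was 0.849. Set relative to Hprt, the RNA-seq ratio was 1.2, further from the value read in Fig. 5A, so the scaling does not account for the difference. No unstimulated sample was analysed here.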

Other observations

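Some lysosomal and macrophage genes were higher in MYC-deficient cells. Of 54 tested lysosome genes 13 were higher and 1 lower (16 and 1 when adjusted over the list alone; camera adjusted p = 7.34e-10, and adjusted p = 0.354 with an estimated correlation), among them Atp6v0a1, a proton pump subunit, with a log2 fold change of 1.16, and Hexa with 0.94. Of 24 macrophage identity genes 6 were higher (6 when adjusted over the list alone; camera adjusted p = 0.000366, and adjusted p = 0.45 with an estimated correlation), including Cx3cr1 at 2.03 and Csf1r, the M-CSF receptor, at 0.70. Of 13 repressors of osteoclast differentiation 4 were higher (5 when adjusted over the list alone; camera adjusted p = 0.0051, and adjusted p = 0.355 with an estimated correlation), with Bcl6 at 1.02 and Id2 at 1.28. Without MYC-WT replicate 1, 2 lysosome genes, 4 macrophage genes and 2 repressors were higher, and without MYC-WT replicate 2 all of the 13 lysosome genes and the 4 repressors lost their call and 1 macrophage gene was higher. Without MYC-WT replicate 2, Atp6v0a1, Hexa, Csf1r, Bcl6 and Id2 lost their call (adjusted p = 0.0656, 0.108, 0.239, 0.0656 and 0.111 from edgeR's quasi-likelihood test), and Hexa, Csf1r and Id2 also did without MYC-WT replicate 1 (0.0529, 0.114 and 0.138).

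Of 33 proteasome genes 3 were lower (4 when adjusted over the list alone; camera adjusted p = 5.83e-05, and adjusted p = 0.566 with an estimated correlation; 0.805 by Fisher's exact test). These 3, Psme3, Psmg1 and Psmd7, lost their call without MYC-WT replicate 2 (adjusted p = 0.0737, 0.0969 and 0.216 from edgeR's quasi-likelihood test), and Psmd7 also without MYC-WT replicate 1 (0.0725) and MYC-deficient replicate 1 (0.128). Of 60 cell cycle genes 7 were lower (8 when adjusted over the list alone), with Mybl2 at -1.49 and Hells at -1.15 (2 without MYC-WT replicate 2 and 3 without MYC-WT replicate 1), and the list did not pass camera (adjusted p = 0.119), though it did without MYC-deficient replicate 1 (adjusted p = 0.00456) and with fgsea (adjusted p = 0.00541). Of 24 cholesterol synthesis genes 2 were lower, Acat2 and Mvd, neither of which passed when adjusted over the list alone or kept its call without MYC-WT replicate 1, MYC-WT replicate 2 or MYC-deficient replicate 1 (Acat2, adjusted p = 0.155, 0.126 and 0.068; Mvd, 0.0946, 0.192 and 0.112 from edgeR's quasi-likelihood test), nor Acat2 without MYC-deficient replicate 2 (0.0873). Camera gave the cholesterol list adjusted p = 0.944. Of 15 stress and immediate early genes 2 were higher and 1 lower (3 and 1 when adjusted over the list alone), with camera adjusted p = 0.448. The 39 interferon genes did not pass singly or as a list (camera adjusted p = 0.123), though the list did without MYC-WT replicate 1 (adjusted p = 0.00431) and without MYC-deficient replicate 1 (adjusted p = 3.6e-22, with 28 genes lower), and their median log2 CPM was 5.94 and 6.31 in the MYC-WT libraries and 6.42 and 5.39 in the MYC-deficient libraries. B cell, megakaryocyte and endothelial markers, 4 of each tested, did not pass camera (adjusted p = 0.119, 0.168 and 0.333). Without MYC-deficient replicate 2 the B cell and megakaryocyte lists did, with adjusted p of 0.00448 and 0.00315. The B cell markers had a median log2 fold change of 0.84, and 1 was higher when adjusted over the list alone. Markers of T and NK cells (1 tested), stromal cells (2), erythroid cells (1) and mast cells (2) were too few to test as lists.

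For the mTORC1 regulators that the paper screened by other means, edgeR's quasi-likelihood test gave Deptor a log2 fold change of -0.65 (adjusted p = 0.0501) and Ddit4 -1.19 (adjusted p = 0.0784). Both passed with edgeR's likelihood ratio test (adjusted p = 0.00997 and 0.0376) and exact test (adjusted p = 0.0103 and 0.0491), and Deptor also with DESeq2's Wald test (adjusted p = 0.0098) and, by the quasi-likelihood test, with the filter of 10 summed counts (adjusted p = 0.0496) and without MYC-deficient replicate 1 (adjusted p = 0.0283). Foxo1, Foxo3 and Foxo4 had 0.36, 0.13 and 0.04, and Bnip3 -0.29, and none of these passed. Deptor lies within 10 Mb of Myc on chromosome 15. Rps6kb1, which encodes p70S6K, went from 64.1 ± 0.241 to 47.0 ± 1.75 CPM (SD, n = 2), a log2 fold change of -0.45 (adjusted p = 0.0382 from edgeR's quasi-likelihood test) that is below the fold threshold; on leaving out each library adjusted p was 0.138, 0.186, 0.108 and 0.143. The paper reports less total p70S6K protein in MYC-deficient cells. Of 46 mTORC1 components and regulators 4 were lower and 1 higher (4 lower when adjusted over the list alone), with camera adjusted p = 0.924; Mtor, Rptor, Rictor, Rheb, Tsc1 and Tsc2 had log2 fold changes of -0.30, 0.12, 0.21, 0.25, 0.11 and 0.03 and did not pass. Eif4ebp1, Esrra and Hprt, with -0.16, -0.23 and -0.24, did not pass either.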
